A study of Homo sapiens with 4 samples. Its data were reported in "GRHL3/GET1 and Trithorax Group Members Collaborate to Activate the Epidermal Progenitor Differentiation Program" (2012).

How the data were processed

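Gene expression was measured in normal human epidermal keratinocytes, primary cells of the outer skin layer, on 4 Affymetrix Human Gene 1.0 ST arrays, which carry probes along the whole length of each transcript. Cells were transfected with a scrambled control siRNA (2 arrays) or with siRNA against MLL2 (2 arrays), moved after 24 hours to medium with 1.8 mM calcium, which starts differentiation, and harvested after 48 hours in calcium. These times are those of the labels, and the study's methods give a shorter interval between transfection and calcium. The labels call the arrays of a group biological replicates but do not say whether the cells came from separate donors, so p-values measure the spread between these cultures. The methods name 1 siRNA against MLL2, and its sequence was not used here.

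The values deposited by the authors are PLIER intensities on a linear scale, 1 per probe set and array. Per the labels they were made with Affymetrix Expression Console 1.1.1 and PLIER 2.0. The normalization across arrays and the genome build are not given in the sources used here. Each array held 33297 probe sets with median intensities of 185 and 180 (scrambled siRNA) and 192 and 199 (MLL2 siRNA). Between 7.22% and 7.71% of intensities per array were under 16. No per-sample column was left out. The 2 arrays per group limit the precision, and arrays give no read depth.

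Probe sets were named through the platform annotation, and symbols were updated by gene ID with a gene table of assembly GRCh38.p14. Of the probe sets, 19460 had 1 gene symbol (19429 updated, 31 kept as annotated), 1754 had several and 12083 were unnamed. The 21214 probe sets with at least 1 symbol were tested, and names were taken only from those with exactly 1. For values per gene and for gene lists, 18417 genes were each represented by the probe set with the highest mean over the 4 arrays, and 769 genes had more than 1. Genes on the Y chromosome and XIST are not reported here.

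Intensities were analysed as log2(value + 16), so that fold changes of dim probe sets are understated. Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with an intensity trend, two-sided), and p-values were adjusted by the Benjamini-Hochberg method over all tested probe sets. A probe set was called lower or higher at an adjusted p under 0.05. The study used Cyber-T, which regularises each variance by probe sets of similar level. It was re-implemented here as an alternative, with an assumed window of 101 probe sets and an assumed prior weight of 10, since the sources used here do not give the study's settings. Each p-value quoted for a gene comes from limma unless Cyber-T is named. A permutation of 2 against 2 arrays cannot go below 0.333, so no permutation p is given.

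Before the data were examined, 31 gene lists were fixed. They covered the cornified envelope, suprabasal, stress and basal keratinocyte genes, junctions, lipid barrier, proteases, differentiation transcription factors, immediate early genes, cell cycle, stress responses, cholesterol synthesis, chromatin complexes, HOX genes, interferon and inflammation, mesenchymal genes, markers of 5 other skin cell types, control transcripts, and 4 lists taken from the study. The 30 lists with at least 3 measured members were tested with camera (preset correlation 0.01, two-sided), which compares a list with all other genes, and the p-values were adjusted over the lists. Each call is given with its p under an estimated correlation, which rests on 2 residual degrees of freedom. Members were counted at an adjusted p over all probe sets and, in those words, adjusted over the list alone. The 2 GRHL3 lists came from the study's table of another experiment, of which only membership and direction were used. They hold 320 lowered and 76 raised genes, together more than the number quoted from the study, and the reason is not given in the sources used here. Their overlap with the genes called here was tested with Fisher's exact test (two-sided, 95% conditional interval) against all genes measured.

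Named genes followed a rule fixed before the data were examined: the target, its relatives and GRHL3, the 8 largest falls and 8 largest rises among bright, non-overlapping and significant genes, up to 4 members of each list past the threshold (the 2 largest changes, as values only, where none passed), the study's chromatin targets and time course genes, and GAPDH. ASH1L and RPLP0, also in the rule, had no probe set with a single symbol and are not reported here. Genes named outside the rule are marked as such, and LORICRIN, KRT5, KRT14, COL3A1 and LUM were added after their values were seen, as familiar markers that did not pass the test. Alternatives were quantile normalization, centring each array on its median, cyclic loess, limma without the trend or with robust variances, Cyber-T, other pseudocounts (1 and 64), other probe set filters, a replicate block, other summaries of probe sets, other list tests (estimated correlation, fry), a minimum of 1.5-fold and leaving out each array.

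The steps were tested on simulated data. With 200 of 21214 probe sets changed at the real means and variances, limma recovered 46%, 80%, 100% and 100% of those changed 1.25-fold, 1.5-fold, 2-fold and 4-fold, with 21 false calls. Of the unchanged probe sets, 5.39% fell under an unadjusted p of 0.05 with limma and 7.86% with Cyber-T. Among simulated lists of 30 genes, camera called 2% of those with no shift and 100% of those shifted by -0.5. Apart from the study's chromatin targets (-0.97), every list called here shifted by less than 0.5, and such shifts were not simulated. Only the shift was varied. The simulation therefore does not show how often camera calls unshifted lists under the estimated correlations of the data, which reached 0.692. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.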

Results

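The arrays addressed how depletion of MLL2, a methyltransferase of histone H3 lysine 4 and member of the trithorax group, changes gene expression in differentiated keratinocytes. Of 4 arrays, 2 held cells with scrambled siRNA and 2 held cells with MLL2 siRNA, all after 48 hours in calcium. Log2 intensities of the scrambled arrays correlated at r = 0.997 across probe sets and those of the MLL2 arrays at r = 0.995, against 0.984 to 0.986 between groups. Fold changes below are log2 values of MLL2 siRNA minus scrambled siRNA ± SE, with n = 2 arrays per group.

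The targeted gene fell. MLL2 is annotated under its current symbol KMT2D (probe set 7962951, chromosome 12), and its intensity was 669 and 662 in the scrambled arrays against 165 and 153 in the MLL2 arrays. This was a change of -1.96 ± 0.09, or 3.89-fold lower (limma adjusted p = 5.5e-07). The related methyltransferase genes KMT2A (MLL1, 0.06 ± 0.06, adjusted p = 0.517) and KMT2B (-0.03 ± 0.10, adjusted p = 0.884) did not pass the test, nor did WDR5 (-0.06 ± 0.09, adjusted p = 0.679), a core subunit of their complexes. The transcription factor GRHL3, which the study placed upstream of MLL2 recruitment, fell by 0.92 ± 0.08 (adjusted p = 2.0e-05). The name MLL2 has been used for both KMT2D and KMT2B, and of these the one that fell on the arrays was KMT2D.

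The largest falls and rises of single-symbol genes mixed epidermal genes with genes of general function. Besides KMT2D, the largest falls were TMPRSS4 (-2.07 ± 0.13), a membrane serine protease, KRT80 (-2.06 ± 0.12), an epithelial keratin, VGLL1 (-2.05 ± 0.11), a cofactor of TEAD factors, LCE3D (-2.01 ± 0.14), a late cornified envelope gene, PRPS1 (-2.00 ± 0.08), an enzyme of nucleotide synthesis, CMC2 (-1.97 ± 0.07), a mitochondrial gene, and KPNA1 (-1.94 ± 0.08), an importin. Among genes whose brighter group lay above the median of tested probe sets, the largest rises were the microRNA gene MIR222 (3.28 ± 0.11), ADGRL3 (2.53 ± 0.13), an adhesion receptor, SERPINB4 (2.38 ± 0.10), a protease inhibitor of squamous epithelia, NREP (2.17 ± 0.11), MIR31HG (2.13 ± 0.07), the host transcript of a microRNA, MYADM (2.13 ± 0.07), MAMDC2 (1.98 ± 0.12) and TCN1 (1.98 ± 0.13). IL20 (2.01 ± 0.13), dimmer than that limit, rose more than the last 2. Each of these genes had an adjusted p of 4.8e-06 or less.

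Of 21214 probe sets tested, 3211 fell and 2910 rose, together 28.9%. Most changes were small: 557 fell and 771 rose by at least 1.5-fold, and 109 fell and 176 rose by at least 2-fold. The median of all probe sets was 0.03, and their quartiles were -0.13 and 0.18. In 63.1% of probe sets the 2 groups did not overlap, where chance gives 33.3%. Centring each array on its median changed the balance of directions. It gave 4515 lower and 1818 higher, or 71.3% of calls lower against 52.5% here, and moved the median of tested probe sets to -0.06. Quantile normalization and cyclic loess kept the balance, with 51.5% and 52.3% of calls lower and medians of 0.010 and 0.004. Without the intensity trend limma called 2018 lower and 2163 higher, and leaving out 1 array moved the counts to between 1931 and 4321 lower and between 1674 and 3936 higher.

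Transcription factors of epidermal differentiation fell as a group. Of 32 measured, 18 fell and 3 rose (adjusted over the list alone, 19 and 3), with a median of -0.23. The largest falls were GRHL1 (-1.35 ± 0.10), OVOL1 (-1.24 ± 0.10), GRHL3 and ELF3 (-0.89 ± 0.12), all regulators of epithelial differentiation. The list was lower than other genes by camera (adjusted p = 1.4e-04), a call lost with an estimated correlation (adjusted p = 0.907).

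Genes of the cornified envelope, the cross-linked protein shell of the outermost keratinocytes, fell in part. Of 52 measured, 20 fell and 3 rose (adjusted over the list alone, 20 and 5), and the other 29 did not pass. CRCT1 (-1.71 ± 0.12) and CNFN (-1.54 ± 0.12) fell with LCE3D. TGM1, the transglutaminase that cross-links envelope proteins, went from 2003 ± 12.8 to 890 ± 105 (intensity, SD, n = 2), a change of -1.16 ± 0.08 or 2.24-fold lower (adjusted p = 3.9e-06). Its substrate gene IVL fell by 1.05 ± 0.09. PI3, an antimicrobial peptide and envelope precursor, rose (0.94 ± 0.11), named here after its value was seen with the other risen members LCE3B and LCE1D. LORICRIN (0.16 ± 0.12) and FLG (0.04 ± 0.16) did not pass. The list shifted down by camera (adjusted p = 7.7e-04, and adjusted p = 0.907 with an estimated correlation).

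**Figure D1:**
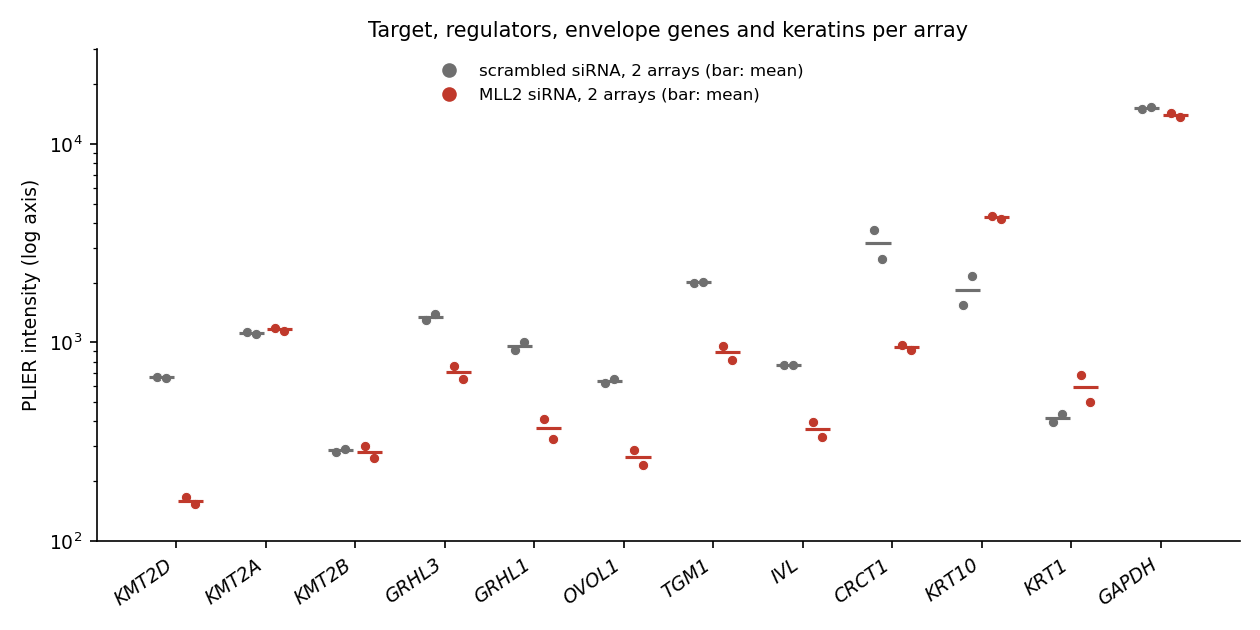
PLIER intensity (log axis) of 12 genes in each of the 2 scrambled siRNA arrays (grey points) and 2 MLL2 siRNA arrays (red points), with bars at the group means. KMT2D, GRHL3, GRHL1, OVOL1, TGM1, IVL and CRCT1 were lower in both MLL2 arrays than in either scrambled array, while KRT10 and KRT1 were higher in both.

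Keratins, junctions and barrier lipids moved in both directions. Of 11 suprabasal keratins, KRT80 and KRT13 (-0.99 ± 0.08) fell while KRT10 (1.22 ± 0.12) and KRT1 (0.49 ± 0.13, adjusted p = 0.0145), the keratin pair of the spinous layer, rose (adjusted over the list alone, 3 lower and 2 higher). The call of KRT1 was lost without scrambled siRNA replicate 1 (0.42, adjusted p = 0.0553), without the intensity trend (adjusted p = 0.0873) and with unnamed probe sets included (adjusted p = 0.0649), and without MLL2 siRNA replicate 1 the change of KRT1 was 0.27 (adjusted p = 0.0164). Of 13 desmosome genes 3 fell and 4 rose (adjusted over the list alone, 4 and 5), among them PKP3 (-0.66 ± 0.07), PKP2 (-0.47 ± 0.07), DSC2 (0.41 ± 0.04) and DSC1 (0.90 ± 0.10), the desmocollin of upper layers. Of 15 tight and gap junction genes 5 fell and 6 rose (adjusted over the list alone, 6 and 6). CLDN4 (-1.63 ± 0.11) fell, while CLDN1 (0.70 ± 0.05) and the connexins GJB6 (1.30 ± 0.09) and GJB2 (0.92 ± 0.09) rose. Of 40 lipid barrier genes 10 fell and 9 rose, also adjusted over the list alone, with falls of SULT2B1 (-1.89 ± 0.11), a sterol sulfotransferase, LIPK (-1.45 ± 0.33), PLA2G4E (-0.88 ± 0.12) and ELOVL7 (-0.82 ± 0.06). LIPK was dim, its change was -0.76 without MLL2 siRNA replicate 2 and -0.84 with a pseudocount of 64, and it did not pass without the trend (adjusted p = 0.0716), with robust variances (adjusted p = 0.108) or with unnamed probe sets included (adjusted p = 0.0510). Of 28 proteases and inhibitors 9 fell and 4 rose, also adjusted over the list alone: TMPRSS11E (-0.91 ± 0.13) fell, and SERPINB4, SERPINB3 (1.79 ± 0.06) and the cathepsin CTSV (1.05 ± 0.06) rose. The camera test called none of these 5 lists (adjusted p from 0.567 to 0.903).

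Basal layer genes also split. Of 18 measured, 5 fell and 8 rose (adjusted over the list alone, 7 and 8). KRT15 (-1.09 ± 0.12) and PLEC (-0.73 ± 0.07), a hemidesmosome linker, fell, while MCAM (1.18 ± 0.09) and IGFBP3 (0.82 ± 0.09) rose, and the basal keratin genes KRT5 (0.00 ± 0.04) and KRT14 (-0.10 ± 0.05) did not pass. The camera test did not call the list (adjusted p = 0.972). Of the stress keratins only KRT16 was measured by a single-symbol probe set (-0.08 ± 0.05, adjusted p = 0.242). For the basal, tight and gap junction, lipid barrier, protease, S phase and Merkel cell lists, the mean, median and direction of the test differed in sign.

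**Figure D2:**
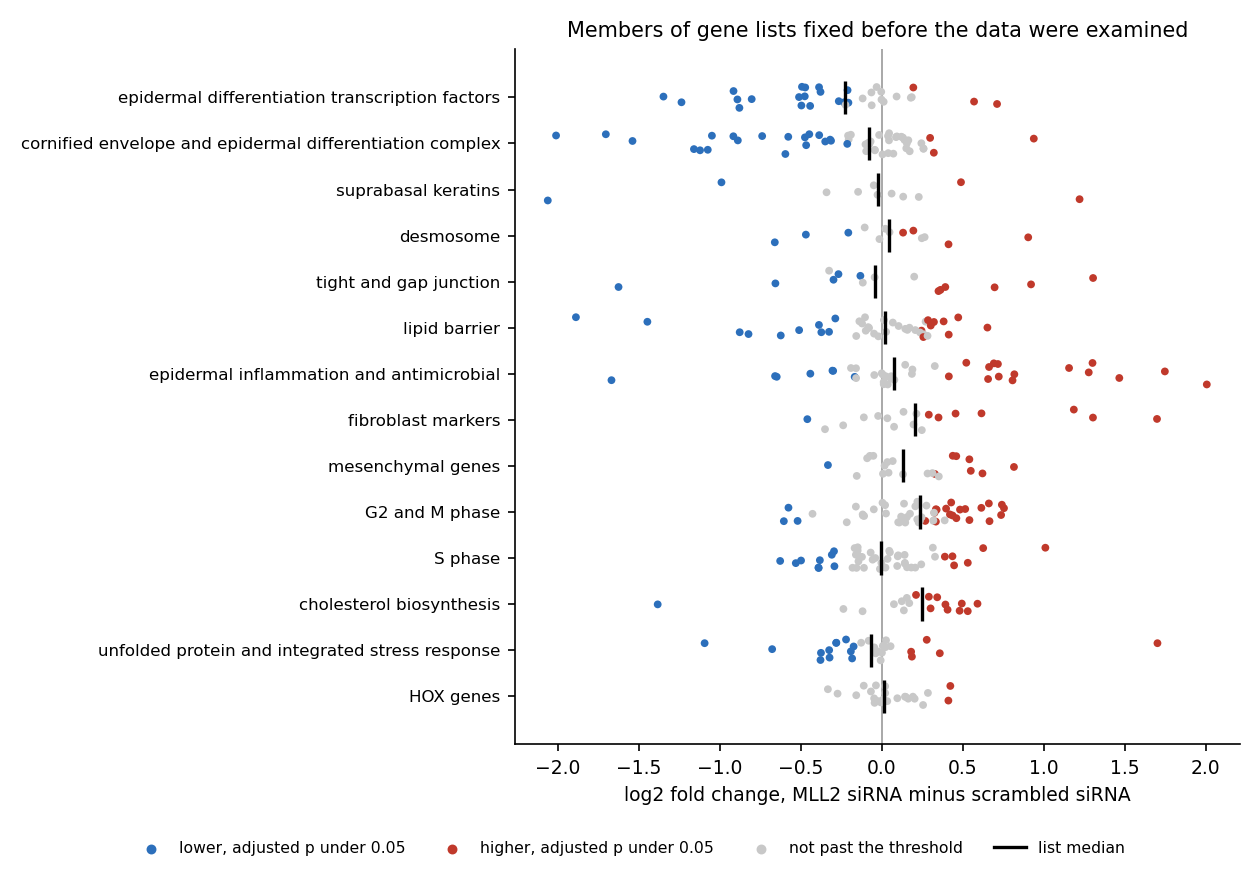
Log2 fold change (MLL2 siRNA minus scrambled siRNA) of each measured member of 14 gene lists, 1 point per gene, with a black bar at the list median. Blue points fell and red points rose at an adjusted p under 0.05, and the envelope list runs from -2.01 (LCE3D) to 0.94 (PI3).

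Inflammatory and antimicrobial genes were higher on balance. Of 39 measured, 15 rose and 7 fell (adjusted over the list alone, 16 and 7). The cytokine IL20 (2.01 ± 0.13), the gelatinase MMP9 (1.75 ± 0.10) and the chemokine CCL20 (1.47 ± 0.18) rose, and IL36RN (-1.67 ± 0.12), an antagonist of IL-36 signalling, fell. The camera call (adjusted p = 0.0305) was lost with an estimated correlation (adjusted p = 0.907), without the intensity trend (adjusted p = 0.0546) and without the dimmest 33.3% of probe sets (adjusted p = 0.212), and centring arrays on their median turned the list median from 0.08 to -0.02. Interferon response genes were not called (adjusted p = 0.303): 4 of 39 fell and 9 rose, also adjusted over the list alone, with IFIT1 (-0.79 ± 0.10) and RSAD2 (-0.78 ± 0.12) lower and MX1 (0.65 ± 0.10) and PARP14 (0.58 ± 0.07) higher.

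Among cell cycle genes, 19 of 51 G2 and M phase genes rose and 3 fell (adjusted over the list alone, 21 and 6). TOP2A (0.75 ± 0.12), DLGAP5 (0.74 ± 0.14) and ANLN (0.74 ± 0.11), genes of chromosome segregation and cytokinesis, rose, as did CDK1 (0.66 ± 0.16), which did not pass without scrambled siRNA replicate 1 (0.44, adjusted p = 0.115). The list was called by camera (adjusted p = 0.0038), but not with an estimated correlation (adjusted p = 0.907), without scrambled siRNA replicate 1 (shift against other genes 0.09 instead of 0.18, adjusted p = 0.234) or without MLL2 siRNA replicate 1 (shift 0.12, adjusted p = 0.0971). Of 46 S phase genes 9 fell and 6 rose, also adjusted over the list alone, including POLD3 (-0.63 ± 0.13), TIPIN (-0.53 ± 0.12, adjusted p = 0.0693 without scrambled siRNA replicate 1), CCNE1 (0.63 ± 0.13) and BRIP1 (1.01 ± 0.12). Of 27 cell cycle inhibitors and p53 targets 8 fell and 7 rose (adjusted over the list alone, 8 and 8), including GADD45B (-0.78 ± 0.08), GDF15 (-0.42 ± 0.06), TP53INP1 (0.40 ± 0.08, but adjusted p = 0.0548 without the trend) and CDKN1C (0.38 ± 0.07). Neither list was called (adjusted p = 0.775 and 0.903).

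Of 18 cholesterol synthesis genes measured, 10 rose, 1 fell and 7 did not pass (adjusted over the list alone, 11 rose and 2 fell). SQLE (0.59 ± 0.05), EBP (0.53 ± 0.08) and LSS (0.49 ± 0.06), enzymes of the sterol pathway, rose, and TM7SF2 (-1.39 ± 0.11), a sterol reductase, fell. The list was higher by camera (adjusted p = 7.7e-04, and adjusted p = 0.907 with an estimated correlation). Of 28 unfolded protein and integrated stress response genes 12 fell and 5 rose, also adjusted over the list alone. DNAJB9 (-1.10 ± 0.06), a chaperone of the endoplasmic reticulum,, PPP1R15A (-0.68 ± 0.05) and CRELD2 (-0.38 ± 0.06) fell, while VLDLR (1.70 ± 0.09), a lipoprotein receptor, rose. That list's call (adjusted p = 0.0427) was lost with an estimated correlation (adjusted p = 0.907), after quantile normalization (shift against other genes -0.05 instead of -0.10, adjusted p = 0.326), after cyclic loess (shift -0.04, adjusted p = 0.502), without the trend (adjusted p = 0.0686), without the dimmest 33.3% of probe sets (adjusted p = 0.197), and without scrambled siRNA replicate 1 (adjusted p = 0.18), MLL2 siRNA replicate 1 (adjusted p = 0.0831) or MLL2 siRNA replicate 2 (adjusted p = 0.0693). Of 19 immediate early genes 6 fell and 4 rose (adjusted over the list alone, 6 and 6), with IER2 (-0.79 ± 0.09) lower and KLF6 (1.05 ± 0.05), DUSP6 (0.51 ± 0.11, but 0.31 without MLL2 siRNA replicate 1, and adjusted p = 0.0608 without the trend) and JUN (0.50 ± 0.07) higher, and the list was not called (adjusted p = 0.758).

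Most chromatin regulators examined did not pass the test. Of 23 genes of the MLL and SET1 complexes 6 fell and 2 rose, also adjusted over the list alone. RBBP5 (-0.80 ± 0.08), a core subunit, fell besides KMT2D, and BOD1 (0.41 ± 0.05) rose. CXXC1 (-0.44 ± 0.11) fell, a call lost without scrambled siRNA replicate 1 (adjusted p = 0.0937) or scrambled siRNA replicate 2 (adjusted p = 0.104). Of 29 Polycomb genes 7 fell and 3 rose, also adjusted over the list alone, including EED (-0.44 ± 0.09, adjusted p = 0.0741 without scrambled siRNA replicate 2), RING1 (-0.39 ± 0.08), PCGF2 (0.52 ± 0.08) and PHF19 (0.62 ± 0.11). HOX genes, which MLL proteins are known to regulate in development, were nearly all below the threshold, with 2 of 27 higher, also adjusted over the list alone: HOXC10 (0.41 ± 0.09) and HOXC9 (0.42 ± 0.10, adjusted p = 0.138 without scrambled siRNA replicate 2). None of the 3 lists was called (adjusted p = 0.288, 0.775 and 0.758).

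Markers of other skin cells were examined beside these groups. Of 18 fibroblast markers 7 rose and 1 fell, also adjusted over the list alone. LOX (1.70 ± 0.12), COL5A2 (1.30 ± 0.08), FBN1 (1.18 ± 0.09) and COL1A1 (0.61 ± 0.09) rose, while COL3A1 (0.13 ± 0.14, adjusted p = 0.522) and LUM (0.21 ± 0.15, adjusted p = 0.325) did not pass. The list was not called (adjusted p = 0.0572), but was without scrambled siRNA replicate 1 (adjusted p = 0.0317), without MLL2 siRNA replicate 1 (adjusted p = 0.0334), after centring arrays on their median (adjusted p = 0.0151) and without the dimmest 33.3% of probe sets (adjusted p = 0.0207). Of 21 mesenchymal genes 7 rose and 1 fell (adjusted over the list alone, 8 and 1), including TAGLN (0.82 ± 0.09), ACTA2 (0.62 ± 0.08), MMP2 (0.55 ± 0.11) and TNC (0.54 ± 0.06). That list was called (adjusted p = 0.0319), but not with an estimated correlation (adjusted p = 0.907), without the trend (adjusted p = 0.0546) or without MLL2 siRNA replicate 1 (adjusted p = 0.0831). Of 12 endothelial markers none passed, with TEK at -0.29 ± 0.14 and ESAM at 0.26 ± 0.13, of 15 immune markers CD14 rose (0.42 ± 0.13, adjusted p = 0.0307) and none adjusted over the list alone, and of 13 melanocyte markers MITF fell (-0.55 ± 0.10), also adjusted over the list alone. The call of CD14 was lost without scrambled siRNA replicate 1 (adjusted p = 0.0578), scrambled siRNA replicate 2 (adjusted p = 0.225) or MLL2 siRNA replicate 2 (0.27, adjusted p = 0.0926), after quantile normalization (adjusted p = 0.0589), centring (adjusted p = 0.0574) or cyclic loess (adjusted p = 0.0523), without the trend (adjusted p = 0.0707) and with unnamed probe sets included (adjusted p = 0.0833), and that of MITF without scrambled siRNA replicate 2 (adjusted p = 0.0569). Of 12 Merkel cell markers 3 fell and 1 rose, also adjusted over the list alone, with ISL1 (-1.78 ± 0.11), KRT18 (-0.35 ± 0.05) and KRT8 (-0.19 ± 0.05) lower and CHGB (0.58 ± 0.13) higher. KRT8 was not called without scrambled siRNA replicate 1 (adjusted p = 0.0950), without the trend (adjusted p = 0.164) or with unnamed probe sets included (adjusted p = 0.0671), and was -0.12 without MLL2 siRNA replicate 2. CHGB was not called without scrambled siRNA replicate 2 (adjusted p = 0.0699) and was 0.36 with a pseudocount of 64. None of these 4 lists was called (adjusted p from 0.567 to 0.878). Of 12 control transcripts 5 fell and 2 rose (adjusted over the list alone, 5 and 3; list adjusted p = 0.706), with HPRT1 (-0.48 ± 0.08), TFRC (-0.46 ± 0.09) and POLR2A (-0.27 ± 0.07) lower and SDHA (0.30 ± 0.05) higher. TFRC was not called without scrambled siRNA replicate 1 (adjusted p = 0.0578), nor POLR2A without scrambled siRNA replicate 2 (adjusted p = 0.124) or without the trend (adjusted p = 0.0943). GAPDH was -0.11 ± 0.04 (adjusted p = 0.0362, and -0.21 after centring arrays), which did not pass after quantile normalization (adjusted p = 0.0886), cyclic loess (adjusted p = 0.133) or a replicate block (adjusted p = 0.0705), without the trend (adjusted p = 0.316), with Cyber-T (adjusted p = 0.102), with unnamed probe sets included (adjusted p = 0.121), or without scrambled siRNA replicate 1 (adjusted p = 0.0532), scrambled siRNA replicate 2 (adjusted p = 0.248) or MLL2 siRNA replicate 2 (adjusted p = 0.162).

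The 8 genes whose promoters the study examined for GRHL3 and MLL2 all fell, also adjusted over the list alone. Besides CRCT1, TGM1 and IVL these were SBSN (-1.08 ± 0.09), SCEL (-0.89 ± 0.08), BLNK (-0.74 ± 0.10), SPRR2B (-0.47 ± 0.09) and EPHX3 (-0.45 ± 0.12). Apart from TGM1, which it studied first, the study chose them partly because they fell in these samples, so the count and the camera result (adjusted p = 8.0e-08, and adjusted p = 0.907 with an estimated correlation) are not independent evidence of direction. The call of EPHX3 was lost without scrambled siRNA replicate 1 (adjusted p = 0.121) or scrambled siRNA replicate 2 (adjusted p = 0.0578).

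The study also followed genes over a differentiation time course, of which 12 were listed here. Of these 3 fell and 4 rose, also adjusted over the list alone, and the list was not called (adjusted p = 0.85). Among the genes it placed early or in the middle of differentiation, KLF4 (-0.50 ± 0.07) and SRF (-0.37 ± 0.06) fell and JUN rose, while FOS (0.11 ± 0.12), HES1 (0.01 ± 0.08) and SOCS3 (-0.17 ± 0.12) did not pass. Of the progenitor genes CDC6 fell (-0.39 ± 0.07) and E2F3 did not pass (0.10 ± 0.13). Among the late genes KRT10, KRT1 and CDKN2A (0.24 ± 0.07, adjusted p = 0.0205) rose, and FLG did not pass. CDKN2A was not called without scrambled siRNA replicate 1 (adjusted p = 0.205), scrambled siRNA replicate 2 (adjusted p = 0.0764) after centring arrays on their median (0.15, adjusted p = 0.213), without the trend (adjusted p = 0.0920) or with unnamed probe sets included (adjusted p = 0.0577).

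Genes that respond to GRHL3 siRNA were compared with those changed here, to ask whether both depletions reach the same genes. Of 282 measured genes that the study lists as lower after GRHL3 siRNA, 114 (40.4%) also fell here, against 15.6% of all 18417 genes. Independent lists would share 44.1. The odds ratio was 3.77 (95% interval 2.94 to 4.83, Fisher's exact p = 5.1e-24, adjusted over 8 tests 4.1e-23). Of the shared genes 37 belonged to a fixed epidermal list, among them KRT80, LCE3D, SULT2B1, CRCT1, GRHL1, OVOL1 and TGM1. Genes higher after GRHL3 siRNA were enriched among those that rose, with 33 of 62 shared (53.2%, against 2581 of all 18417 genes, odds ratio 7.06, interval 4.15 to 12.1, Fisher's exact p = 3.6e-13, adjusted 7.2e-13), including MMP9, LOX, TLR6 (1.33 ± 0.13, or 0.85 with a pseudocount of 64) and DNM1P46 (1.08 ± 0.14).

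Neither opposite combination was enriched. Here 35 of the 282 GRHL3-lowered genes rose here (odds ratio 0.868, interval 0.589 to 1.24, Fisher's exact p = 0.489, adjusted 0.559), and 2 of the 62 GRHL3-raised genes fell, fewer than the 9.69 of independent lists (odds ratio 0.179, interval 0.0212 to 0.678, Fisher's exact p = 0.0042, adjusted 0.0068). The 35 included IL20, named for this list by the fixed rule. They also included SERPINB3, GJB6 and KRT10, named for this list outside the rule, after their values were seen. The camera test gave the same directions, lower for the GRHL3-lowered list (adjusted p = 3.8e-06) and higher for the GRHL3-raised list (adjusted p = 7.2e-09), with adjusted p = 0.907 and adjusted p = 0.78 under an estimated correlation. Adjusted over the list alone, 118 of the lowered list fell and 38 rose, and 2 of the raised list fell and 35 rose. The study names the same control siRNA for both depletions and does not say whether the same control arrays served. Shared controls alone could favour the same direction in both comparisons. The numbers expected of independent lists hold only for separate controls. How much of the excess may come from shared controls was not tested. GRHL3 itself fell in the MLL2 arrays (-0.92 ± 0.08) and is counted among the 114 shared lower genes. How much of the overlap may follow from the fall of GRHL3 was not tested either.

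**Figure D3:**
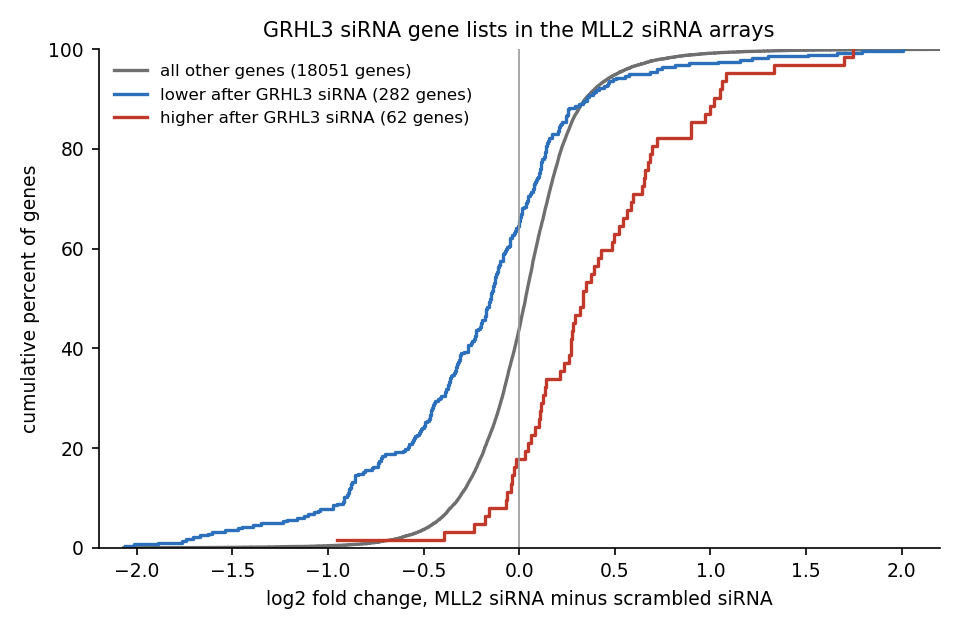
Cumulative percent of genes against log2 fold change (MLL2 siRNA minus scrambled siRNA) for 282 genes lower after GRHL3 siRNA (blue), 62 genes higher after GRHL3 siRNA (red) and 18051 other genes (grey). The blue curve lies left of the grey curve over its lower range (median -0.15) and the red curve lies right of it (median 0.33). After centring arrays on their median, which is not drawn, these medians were -0.24 (blue) and 0.24 (red).

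At the study's threshold, an unadjusted p under 0.001, limma called 3473 probe sets, of which 1883 fell and 1590 rose. Cyber-T, re-implemented with assumed settings, called 4777, of which 2547 fell and 2230 rose. At this threshold 76 of the GRHL3-lowered genes fell (odds ratio 3.82, interval 2.88 to 5.02, Fisher's exact p = 1.6e-18) and 26 of the GRHL3-raised genes rose. Without the intensity trend limma called 1522 probe sets, and leaving out 1 array gave 2275 (without scrambled siRNA replicate 1), 2278 (without scrambled siRNA replicate 2), 5254 (without MLL2 siRNA replicate 1) and 4535 (without MLL2 siRNA replicate 2).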

Values the study reported

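The study reported 4,281 differentially expressed genes (p<0.001) after depletion of MLL2 and 323 after depletion of GRHL3 in differentiated keratinocytes. It counted 109 genes as regulated by both factors. By quantitative PCR, it described a reduction of TGM1 expression of more than 2 fold after knockdown of MLL2.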

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

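All 3 kinds of scaling kept the direction of KMT2D and of both overlaps with the GRHL3 lists. So did every other setting under which each of them was computed, which leaves out the 1.5-fold minimum and the other list tests. KMT2D lay between -2.06 and -1.71. The odds ratios lay between 2.71 and 4.41 (lowered list) and between 4.95 and 9.27 (raised list). Counts moved more. After centring arrays on their median 1818 probe sets were higher. Without the intensity trend 2018 were lower, 1522 passed an unadjusted p of 0.001, and 3 lists were higher. Requiring a change of at least 1.5-fold left 557 lower and 771 higher, by construction. Leaving out 1 array gave between 1931 and 4321 lower, between 1674 and 3936 higher, and between 2275 and 5254 at an unadjusted p under 0.001. In these fits a lone array was assumed to vary like the other group. The MLL2 arrays differed from each other more than the scrambled arrays did (median absolute log2 difference 0.112 against 0.073). A call lost without a scrambled array need not mean a smaller change. Without scrambled siRNA replicate 1, CXXC1 stayed at -0.44, while CDK1 went from 0.66 to 0.44. The cause of the differences between these fits was not tested.

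With an estimated correlation 0 lists were lower and 0 higher. The shifts against other genes (-0.29 for the cornified envelope, -0.32 for differentiation transcription factors, -0.25 for GRHL3-lowered and 0.38 for GRHL3-raised genes) stayed the same and their adjusted p values rose to 0.907, 0.907, 0.907 and 0.78. With fry, which tests a list against no change and not against other genes, 0 lists were lower and 1 higher, with adjusted p values of 0.143, 0.19 and 0.143 for the first 3 lists, and 9 lists had an unadjusted p under 0.05. Estimated correlations reached 0.692, on 2 residual degrees of freedom. Lists were not run with Cyber-T or robust variances. Same-numbered arrays did not deviate together (r = -0.07, 2 pairs that make 1 independent comparison). The labels do not say what the numbers mark, so they were treated as numbers only, and a replicate block gave 3123 lower and 2804 higher. Of the 117 called genes named by the fixed rule, 0 turned direction and 9 lost the call under another setting. More of the 117 genes than these 9 lost the call when 1 array was left out. Genes named outside the rule were not counted.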

Other observations

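The tests of families and of explanations in this part were chosen after the results were seen, while the fixed lists and the alternative settings were planned. Gene families were formed from the leading letters of gene symbols, and the 254 families with at least 10 measured genes were tested with camera (preset correlation 0.01, adjusted over families). It called 20 families lower and 7 higher, and none of those named here with an estimated correlation (adjusted p = 0.970 for each). Of 15 metallothioneins, which bind zinc and copper, 12 rose and 0 fell (adjusted p = 1.3e-08, and 0.970 with an estimated correlation), among them MT2A (0.82 ± 0.06) and MT1F (1.00 ± 0.07). Their probe sets may share signal, since the copies are near-identical, and the family median was 0.56, or 0.60 after cyclic loess. Of 74 genes whose symbols begin with H and a number, nearly all of them histone genes, 28 rose and 9 fell (adjusted p = 0.0052, and 0.970 with an estimated correlation). Of 44 collagen genes 14 rose and 1 fell (adjusted p = 0.0039, and 0.970 with an estimated correlation). Among the lower families, 17 of 31 RNA polymerase subunit genes fell and 0 rose (adjusted p = 1.8e-05), and 9 of 10 UTP genes of the small-subunit processome fell (adjusted p = 1.8e-05). In the same way 17 of 33 DDX helicase genes fell and 2 rose (adjusted p = 0.0013), and 26 of 48 large-subunit genes of the mitochondrial ribosome fell and 1 rose (MRPL, adjusted p = 2.5e-05). Each of these 4 calls was also lost with an estimated correlation (adjusted p = 0.970), and the families were not tested together as a theme.

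Single genes of complement and matrix are named here because their values were large. C1R rose from 164 to 676 (1.94 ± 0.10), C1S from 79.6 to 327 (1.85 ± 0.11), C3 from 1055 to 3277 (1.62 ± 0.08) and CFB by 0.98 ± 0.09, and the acute phase gene SAA2 rose by 1.66 ± 0.11. The basement membrane genes LAMA1 (1.75 ± 0.09) and NID1 (1.33 ± 0.11), the proteoglycan gene VCAN (1.63 ± 0.17) and the Notch ligand gene JAG1 (1.34 ± 0.05) rose as well. In the fixed lists 7 of 18 fibroblast markers and 7 of 21 mesenchymal genes rose and 1 of each fell. The secreted antagonists DKK1 (-1.41 ± 0.06) and FST (-1.24 ± 0.09), of WNT and activin signalling, fell from intensities of 5451 and 5306. Each gene named had an adjusted p of 5.3e-05 or less with limma, and they were not tested as a group.

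KRT1 and KRT10 rose while 20 cornified envelope genes fell. A smaller share of differentiated cells in the MLL2 siRNA cultures would raise markers of basal cells alike. Of the 18 basal layer genes 5 fell, among them KRT15 and PLEC, and 8 rose, which argues against it as the whole explanation. Other lists went its way: 19 of 51 G2 and M phase genes rose and 3 fell. Of 32 differentiation transcription factors, 18 fell and 3 rose, so a smaller share stays open as a part. An intensity-dependent offset between arrays is argued against by cyclic loess, after which all 20 envelope genes were still lower and KRT10 (1.26) and KRT1 (0.48, adjusted p = 0.0159) still higher. The rise of KRT1 is the weaker part, since it was not called without scrambled siRNA replicate 1 (adjusted p = 0.0553), without the intensity trend (adjusted p = 0.0873) or with unnamed probe sets included (adjusted p = 0.0649), and was 0.27 without MLL2 siRNA replicate 1. An effect of MLL2 depletion on some differentiation genes stays open, but neither side of the split covers a layer, since FLG (0.04 ± 0.16) and LORICRIN (0.16 ± 0.12) did not pass, 29 of 52 envelope genes did not pass and 3 rose, and the suprabasal keratins KRT80 and KRT13 fell.

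PRPS1, CMC2, KPNA1 and TCEA1, none of them in a fixed epidermal list, fell about as far as the target (-2.00, -1.97, -1.94 and -1.70). TCEA1, an elongation factor gene named after its value was seen, fell at both of its probe sets (-1.75 and -1.70). Unintended targets of the single siRNA are a candidate explanation. On the list lowered by the siRNA against GRHL3 are 0 of these 4 genes and 23.2% of the 95 genes at least 2-fold lower. This contrast cannot decide, since 4 genes are few and were picked outside the fixed epidermal lists, unlike the 95. Absence from that list is also what an effect of MLL2 alone would give. With 1 siRNA the explanations cannot be told apart, and a second siRNA or a rescue would separate them.

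Of 173 microRNA genes measured, 36 (20.8%) rose, 1 fell (MIR16-2) and the others did not pass, where 2581 of all 18417 genes rose. The largest rises were MIR222, MIR21 (1.95 ± 0.06), MIR34A (1.91 ± 0.12) and MIR221 (1.86 ± 0.13). An offset of dim probe sets does not account for all of it, since the median of these genes (0.17) lay above the central 95% (0.02 to 0.08) of 10000 random lists matched on mean level, whose highest median was 0.12, and 32 of the 36 were still higher after cyclic loess. Neighbouring microRNA genes are not independent, and camera gave p = 1.4e-05, or p = 0.0991 with an estimated correlation. Less cleavage of primary transcripts by DROSHA and DGCR8 may contribute: DGCR8 fell (-0.41 ± 0.07), but DROSHA (-0.15 ± 0.08, adjusted p = 0.184) did not pass. More transcription of the loci stays as open, since 6 of 16 host transcripts rose and 0 fell, and the arrays do not measure mature microRNAs.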
